# Transcriptome profiling of induced susceptibility effects on soybean–soybean aphid (Hemiptera: Aphididae) interaction

**DOI:** 10.1186/s13104-019-4372-3

**Published:** 2019-06-10

**Authors:** Surendra Neupane, Adam J. Varenhorst, Madhav P. Nepal

**Keywords:** *Aphis glycines*, Transcriptome, RNA-seq, Soybean, Induced susceptibility

## Abstract

**Objectives:**

Soybean aphid (*Aphis glycines* Matsumura; SBA) is the most economically damaging insect of soybean (*Glycine max*) in the United States. One previous study demonstrated that avirulent (biotype 1) and virulent (biotype 2) biotypes could co-occur and interact on resistant (i.e., *Rag1*) and susceptible soybean resulting in induced susceptibility after 11 days of feeding. The main objective of this research was to employ RNA sequencing (RNA-seq) technique to compare the induced susceptibility effect of biotype 2 on susceptible and resistant soybean at day 1 and day 11 (i.e., both susceptible and resistant soybean were initially challenged by biotype 2 and the effect was monitored through biotype 1 populations).

**Data description:**

We investigated susceptible and *Rag1* transcriptome response to SBA feeding in soybean plants colonized by biotype 1 in the presence or absence of an inducer population (i.e., biotype 2). Ten RNA datasets are reported with 266,535,654 sequence reads (55.2 GB) obtained from pooled samples derived from the leaves collected at day 1 and day 11 post SBA infestation. A comprehensive understanding of these transcriptome data will enhance our understanding of interactions among soybean and two different biotypes of soybean aphids at the molecular level.

## Objective

Soybean aphid (*Aphis glycines* Matsumura; SBA) is the most economically damaging insect pest of soybean (*Glycine max*) in the United States (US) [1]. In the US, it is estimated that annual economic losses due to the SBA are approximately $4 billion [2]. Although host plant resistance to SBA exists, farmers rely on broad-spectrum foliar insecticide applications to reduce SBA populations [3]. The dependency on the use of chemical management has resulted in pyrethroid resistance in SBA populations in Iowa, Minnesota, North Dakota and South Dakota as well as the effects on non-target beneficial organisms [4, 5]. Host resistance to SBA is not widely adopted, which may partially be due to the presence of four SBA biotypes (i.e., biotype 1: avirulent, biotype 2: virulent to *Rag1*, biotype 3: virulent to *Rag2*, biotype 4: virulent to *Rag1*, *Rag2* and *Rag1 *+ *Rag2*) in the US [6–8]. Initial observations of SBA on resistant soybean were attributed to the presence of virulent biotypes [6–8]. However, Varenhorst et al. [6] demonstrated that inducer populations of avirulent (biotype 1) or virulent (biotype 2) biotypes improved conditions for subsequent (i.e., response) populations of biotype 1 or biotype 2 SBA on resistant (i.e., *Rag1*) and susceptible soybean, which is defined as induced susceptibility [9]. Furthermore, the induced susceptibility effect could be further categorized as feeding facilitation [10] (i.e., conspecific inducer improves host for conspecific response population) and obviation of resistance [11] (i.e., virulent inducer improves host susceptibility for avirulent response population). While induced susceptibility effects indicate that not all SBA observed on the resistant hosts are necessarily virulent [9], the mechanism of the induced susceptibility effects is yet to be characterized. Therefore, the major objective of this study was to use RNA sequencing (RNA-seq) to characterize induced susceptibility in soybean when a biotype 2 inducer is present.

## Data description

### Plant material and aphid biotypes

The data in this submission came from a greenhouse experiment using two genotypes of soybean (susceptible cultivar LD12-1583R, and resistant cultivar LD12-15813Ra with *Rag1* gene), and two SBA populations (biotype 1-avirulent and biotype 2-virulent [6]). A detailed overview of the experiment is provided in Supplementary file 1 and Figure S1 (Table 1).

**Table 1:** Overview of data files/data sets

Label	Name of data file/data set	File types (file extension)	Data repository and identifier (DOI or accession number)
Supplementary file 1	Methodology description	Word document (.dox)	10.6084/m9.figshare.7980176
Figure S1	A flow chart representing experimental methods	Image file (.tiff)	10.6084/m9.figshare.7980176
Figure S2	A flow chart showing the RNA-seq data analysis pipeline	Image file (.tiff)	10.6084/m9.figshare.7980176
Figure S3	The hierarchical clustering of top 3000 variable genes	Image file (.tiff)	10.6084/m9.figshare.7980176
Figure S4	The correlation between the samples using the top 75% genes	Image file (.tiff)	10.6084/m9.figshare.7980176
Figure S5	Quality metrics of *G. max* sequencing data. (a) Mean quality scores per position. (b) Per sequence quality scores. (c) GC content distribution. (d) Read length distribution	Image file (.tiff)	10.6084/m9.figshare.7980176
Data file 1	Control: No aphids; Susceptible soybean; Day 1; SRR8848027	fastq file (.fastq)	https://identifiers.org/ncbi/insdc.sra:SRR8848027
Data file 2	Control: No aphids; Susceptible soybean; Day 11; SRR8848028	fastq file (.fastq)	https://identifiers.org/ncbi/insdc.sra:SRR8848028
Data file 3	Control: No aphids; Resistant soybean; Day 1; SRR8848025	fastq file (.fastq)	https://identifiers.org/ncbi/insdc.sra:SRR8848025
Data file 4	Control: No aphids; Resistant soybean; Day 11; SRR8848026	fastq file (.fastq)	https://identifiers.org/ncbi/insdc.sra:SRR8848026
Data file 5	Inducer: None; Response: 15 biotype 1; Susceptible soybean; Day 11; SRR8848031	fastq file (.fastq)	https://identifiers.org/ncbi/insdc.sra:SRR8848031
Data file 6	Inducer: 50 biotype 2; Response:15 biotype 1; Susceptible soybean; Day 1;SRR8848032	fastq file (.fastq)	https://identifiers.org/ncbi/insdc.sra:SRR8848032
Data file 7	Inducer: 50 biotype 2; Response: 15 biotype1; Susceptible soybean; Day 11; SRR8848029	fastq file (.fastq)	https://identifiers.org/ncbi/insdc.sra:SRR8848029
Data file 8	Inducer: None; Response: 15 biotype 1; Resistant soybean; Day 11; SRR8848030	fastq file (.fastq)	https://identifiers.org/ncbi/insdc.sra:SRR8848030
Data file 9	Inducer: 50 biotype 2; Response: 15 biotype 1; Resistant soybean; Day 1; SRR8848023	fastq file (.fastq)	https://identifiers.org/ncbi/insdc.sra:SRR8848023
Data file 10	Inducer: 50 biotype 2; Response: 15 biotype 1; Resistant soybean; Day 11; SRR8848024	fastq file (.fastq)	https://identifiers.org/ncbi/insdc.sra:SRR8848024
Data file 11	Control: No aphids; Susceptible soybean; Day 1; GSM3717543	txt (.txt.gz)	http://identifiers.org/geo:GSM3717543
Data file 12	Control: No aphids; Susceptible soybean; Day 11; GSM3717544	txt (.txt.gz)	http://identifiers.org/geo:GSM3717544
Data file 13	Control: No aphids; Resistant soybean; Day 1; GSM3717545	txt (.txt.gz)	http://identifiers.org/geo:GSM3717545
Data file 14	Control: No aphids; Resistant soybean; Day 11; GSM3717546	txt (.txt.gz)	http://identifiers.org/geo:GSM3717546
Data file 15	Inducer: None; Response: 15 biotype 1; Susceptible soybean; Day 11; GSM3717547	txt (.txt.gz)	http://identifiers.org/geo:GSM3717547
Data file 16	Inducer: 50 biotype 2; Response: 15 biotype 1; Susceptible soybean; Day 1; GSM3717548	txt (.txt.gz)	http://identifiers.org/geo:GSM3717548
Data file 17	Inducer: 50 biotype 2; Response: 15 biotype1; Susceptible soybean; Day 11; GSM3717549	txt (.txt.gz)	http://identifiers.org/geo:GSM3717549
Data file 18	Inducer: None; Response: 15 biotype 1; Resistant soybean; Day 11; GSM3717550	txt (.txt.gz)	http://identifiers.org/geo:GSM3717550
Data file 19	Inducer: 50 biotype 2; Response: 15 biotype 1; Resistant soybean; Day 1; GSM3717551	txt (.txt.gz)	http://identifiers.org/geo:GSM3717551
Data file 20	Inducer: 50 biotype 2; Response: 15 biotype 1; Resistant soybean; Day 11; GSM3717552	txt (.txt.gz)	http://identifiers.org/geo:GSM3717552
Data file 21	The transformed transcript abundance counts for all the samples	Spreadsheet (.xlsx)	10.6084/m9.figshare.7980176
Data file 22	The hierarchical clustering of top 3000 variable genes	Spreadsheet (.xlsx)	10.6084/m9.figshare.7980176
Table S1	Statistics of the transcriptomic data using RNA-seq pipeline used in this study	Word document (.dox)	10.6084/m9.figshare.7980176

The supplementary materials (Supplementary file 1, Figure S1–S5, Data file 21, Data file 22, and Table S1) can be assessed openly on Figshare [19]. The raw RNA-seq data (.fastq files) are available for download on the SRA [20] and the raw transcript abundance counts (.txt.gz) are available on Gene Expression Omnibus (GEO) [21]

### RNA extraction, library preparation, and sequencing

Leaf samples collected at day 1 and day 11 from resistant and susceptible cultivars (non-infested, infested with inducer biotype 2: response biotype 1) were used to isolate RNA using PureLink RNA mini kit (Invitrogen, USA). Isolated RNA was treated with TURBO™ DNase (Invitrogen, USA) to remove any DNA contamination, following the manufacturer’s instructions. The RNA samples from three replicates were pooled in equimolar concentration, and RNA-seq libraries were sequenced on an Illumina NextSeq 500 at 75 cycles. 

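Each of the 10 libraries held leaf RNA pooled from 3 replicates, so each condition had 1 library and no difference between 2 conditions has a replicate check. The susceptible cultivar is named LD12-1583R in the paper and LD12-15838R in the labels of the libraries, and the resistant cultivar is named LD12-15813Ra in both. Rag1 is a soybean gene for resistance to the soybean aphid. Control plants carried no aphids and were sampled in both cultivars at day 1 and day 11, which gave 4 libraries. Plants with the inducer received 50 biotype 2 aphids and then 15 biotype 1 aphids as the response population, and were also sampled in both cultivars at both time points, which gave another 4 libraries. Plants with 15 biotype 1 aphids and no inducer were sampled at day 11 only, which gave 2 libraries. The libraries are named here by the labels they were deposited with. The total of estimated counts per library ranged from 23394131 in the library labelled susceptible, inducer, day 11 to 25665595 in the library labelled resistant, inducer, day 11, a 1.10-fold range with a median of 24157379. The median was 24182328 over the 4 libraries of day 1, 23894333 over the 5 libraries labelled susceptible and 24598524 over the 5 labelled resistant. The paper gives its depth in sequenced reads, and all values below rest on the estimated counts. No batch or sequencing date is given for the libraries in the sources used here.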

Ten RNA libraries were prepared and sequenced with the sequencing depth ranging from 24,779,816 to 29,72,4913 reads (Data files 1–10; Table 1; Table S1).

### Quality control assessment

Quality control of reads was assessed using FastQC program (version 0.11.3) [12]. The FastQC results were visualized using MultiQC v1.3 [13]. Low quality bases (QC value < 20) and adapters were removed by trimming using the program Trimmomatic (version 0.36) [14]. The coding sequences (*Gmax: Gmax_275_Wm82.a2.v1.transcript_primaryTranscriptOnly.fa.gz*) were obtained from the Phytozome database and aligned using Salmon ver.0.9.1 [15] accessed from Bioconda [16] (Data files 11–20). 

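The deposited values were Salmon's estimated counts for 55983 primary transcripts, 1 per gene, without scaling for library size or transcript length. Salmon divides a read that fits several transcripts among them in proportion to their estimated abundance, so the values need not be whole, and between 45.9% and 50.0% of the 55983 values of a library had a fractional part other than exactly 0, with values of 0 counted as whole. Reads of near-identical duplicated genes could be divided between the copies, and values of single genes with such a copy are uncertain for that reason. The values were rounded to whole numbers before every count model and transformation. After rounding, between 40725 and 43798 genes had a count in a library, and 7924 genes had none in any of the 10. The 10 genes with the largest counts took 4.60% of the counts in the library labelled resistant, inducer, day 1 and 10.4% in the library labelled resistant, control, day 1. These 2 libraries also had the highest and the lowest of edgeR's TMM normalization factors, 1.15 and 0.772. The gene identifiers are those of the Wm82.a2.v1 annotation, and 0 of them matched the reference gene table used here, so no gene names are given.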

A flow chart showing the RNA-seq data analysis pipeline is shown in Figure S2. The downstream analyses were conducted using iDEP 0.82 [17]. Read quants were filtered with 0.5 counts per million (CPM) in at least one sample. Quantified raw reads were transformed using regularized log (rlog), which is implemented in the DESeq 2 package [18] (Data file 21). The transformed data were subjected to exploratory data analysis such as hierarchical clustering (Figure S3; Data file 22) and the correlation between samples (Figure S4).

### Statistics of transcriptome data

The FastQC analysis showed Phred quality scores per base for all samples higher than 30, and GC content ranged from 45 to 46% with a normal distribution (Figure S5, Table S1). After trimming, over 99% of the reads were retained as the clean and good quality reads. Upon mapping these reads, we obtained high mapping rate ranging from 90.4 to 92.9%. 

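The estimated counts on transcripts summed to between 23554300 and 24598524 per library in the 4 controls, with a median of 24071765. The median over the 4 libraries with the inducer was 24576877, and the 2 libraries with biotype 1 alone held 24065562 in the cultivar labelled susceptible and 25212419 in the one labelled resistant. Reads before mapping were not used here, so no mapping rate per library was computed. The smallest total of the 10 libraries, 23394131, is 94.4% of the lowest depth the paper gives, and the paper's highest mapping rate is 92.9%. The depth of each library was not used here, so the cause of this difference stays open.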

Among the mapped reads, 85.8% to 91.9% reads were uniquely mapped. 

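The threshold of 0.5 CPM corresponded to between 11.7 and 12.8 estimated counts, depending on the total of the library. Of the genes in the table, 37468 (66.9%) had over 0.5 CPM in at least 1 library when CPM was computed from the rounded counts and the plain library totals. Of these, 28934 (77.2%) passed the threshold in all 10 libraries, and 1298 (3.46%) passed it in 1 library only. The library labelled resistant, inducer, day 1 held the most genes of that last kind, 384, and the library labelled susceptible, inducer, day 1 the fewest, 36. A requirement of 4 libraries over the threshold moved the count most, to 34295 genes.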

After filtering with 0.5 counts per million (CPM) in at least one sample and rlog transformation, a total of 37,468 genes (66.9% of original 55,983) were retained for transformation (Data file 21). The hierarchical clustering based on 3000 most variable genes, sample distances (Figure S3; Data file 22) indicated that sample clustering followed the time points of sample collection (i.e., Day 1 and Day 11). 

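The rounded counts of the retained genes were transformed with rlog in DESeq2, and the 3000 genes with the largest SD over the 10 libraries were clustered by 1 minus Pearson's r of the gene-centred values with average linkage, since the paper's text names neither the distance nor the linkage. The first branch of the tree separated 4 libraries from the other 6. The 4 were the libraries labelled susceptible, day 11 (control, biotype 1 alone and inducer) and the library labelled resistant, inducer, day 1. The 6 were both libraries labelled susceptible, day 1, the 3 labelled resistant, day 11 and the library labelled resistant, control, day 1. Each branch therefore held libraries of both time points. The adjusted Rand index, which is 1 for identical groupings and close to 0 for unrelated ones, was -0.0714 between the 2 branches and day, 0.0597 with cultivar and -0.0714 with the presence of aphids. The pair joined first, at a distance of 0.134, was the library labelled susceptible, biotype 1 alone, day 11 with the library labelled resistant, inducer, day 1. The mean distance was 1.05 between libraries of different days and 1.16 between libraries of the same day (exact permutation test over 210 splits, one-sided, p = 0.733, 0.733 after Benjamini-Hochberg adjustment over 3 factors). For cultivar, the mean distances were 1.09 between and 1.11 within (exact permutation test over 252 splits, one-sided, p = 0.444, adjusted 0.667), and for control against infested plants 1.09 and 1.11 (exact permutation test, one-sided, p = 0.243, adjusted 0.667). The same branches were found under all 6 other planned settings of transformation, distance, linkage and number of genes, and among the remaining libraries with each of the 10 left out in turn. The first principal component of the same genes took 65.0% of the variance and the second 15.7%. From the clustering of the most variable genes and the sample distances in Figure S3, the paper states that the sample clustering followed the time points of collection.

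**Figure D1:**
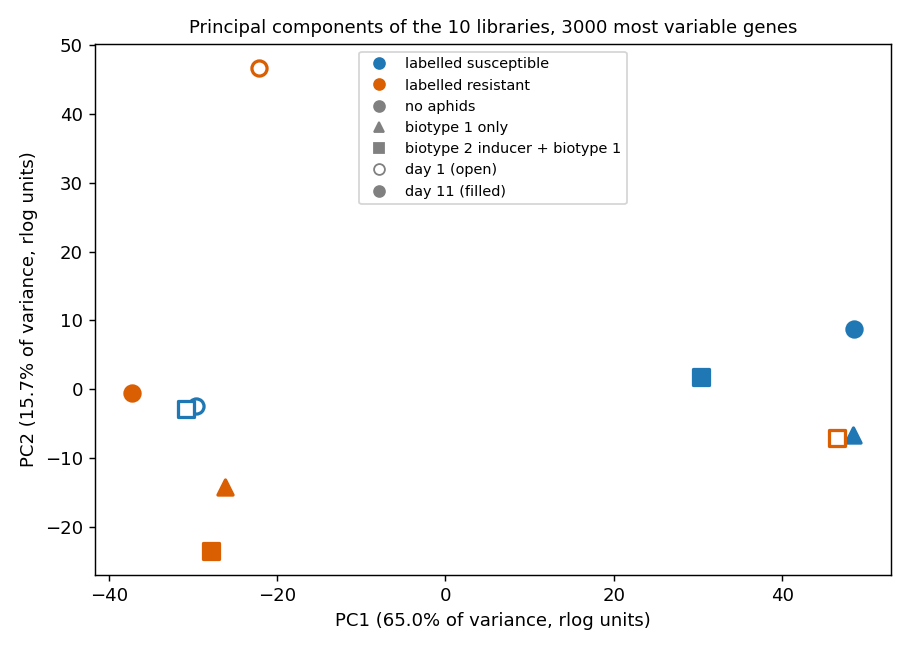
Scores of the 10 libraries on the first (x axis, 65.0% of variance) and second (y axis, 15.7%) principal component of the 3000 most variable genes, in rlog units. Each point is 1 library; colour gives the labelled cultivar, shape the treatment, and open or filled the day. The 3 libraries labelled susceptible, day 11 and the library labelled resistant, inducer, day 1 lie between 30.3 and 48.6 on the first component and the other 6 between -37.3 and -22.1, and the library labelled resistant, control, day 1 lies apart on the second at 46.6.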

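Pearson's r between the rlog values of 2 libraries was computed over the 28101 genes in the top 75% by mean rlog value, since the paper's text does not name the ranking. Over the 45 pairs of different libraries r ranged from 0.917 to 0.990, with a median of 0.955. These are correlations across genes, which are not independent replicates. Pairs with the same labelled day and cultivar but different treatments (8 pairs) had a median r of 0.979. Pairs that differed in both labelled day and labelled cultivar (12 pairs) had a median of 0.981 and included both the lowest and the highest r. Pairs with the same cultivar and different days (12 pairs) had a median of 0.943, and pairs with the same day and different cultivars (13 pairs) a median of 0.944. Values of log2 CPM in place of rlog moved the lowest r most, to 0.786, and over all retained genes the lowest r was 0.965.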

The correlation between the samples using the top 75% of genes showed in a range of 0.96–1 (Figure S4).

## Limitations

The quality filtering of downloadable raw fastq files is recommended before use. Kal’s z-test [22] integrated with CLC Genomics Workbench (https://www.qiagenbioinformatics.com/) and analysis guided by the reference genes could be used to study the differential gene expression for pooled samples with no replications.

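Kal's z-test compares the share of all counts that a gene takes in 2 single libraries. It compares those libraries and not the conditions, since differences between plants of 1 condition do not enter it. It was computed here from the rounded counts for the 37468 retained genes, and genes with a Benjamini-Hochberg adjusted value under 0.05 and at least a 2-fold difference were counted. How the counts divide into higher and lower depends on the scaling, and the division with TMM sizes in place of library totals is given where the share of higher genes moved by over 10 percentage points. At day 1, the library with the inducer had 1016 genes higher and 3533 lower than the control in the cultivar labelled susceptible (1625 and 2382 with TMM sizes), and 12918 higher and 2961 lower in the one labelled resistant (6868 and 6252 with TMM sizes). The libraries of this last pair had the highest and the lowest TMM factors and lay on different branches of the clustering. Its count therefore need not reflect the inducer. At day 11, the inducer against control gave 2951 higher and 2641 lower in the cultivar labelled susceptible and 1583 higher and 2000 lower in the one labelled resistant (1114 and 2524 with TMM sizes). Biotype 1 alone against control at day 11 gave 3904 higher and 1619 lower in the cultivar labelled susceptible (1871 and 2790 with TMM sizes) and 1240 higher and 1197 lower in the one labelled resistant (977 and 1451 with TMM sizes). The presence against the absence of the inducer on plants with biotype 1 at day 11 gave 1436 higher and 4168 lower in the cultivar labelled susceptible (2273 and 2733 with TMM sizes) and 935 higher and 1463 lower in the one labelled resistant. The median over these 8 pairs was 5036 genes. Without the 2-fold minimum, which moved the median most, it was 18568.5 genes. For scale, the 12 pairs that differed in both labelled day and labelled cultivar gave a median of 3890 genes, the 13 pairs of the same day and different cultivars 9621, and the 12 pairs of the same cultivar and different days 9803.5.

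**Figure D2:**
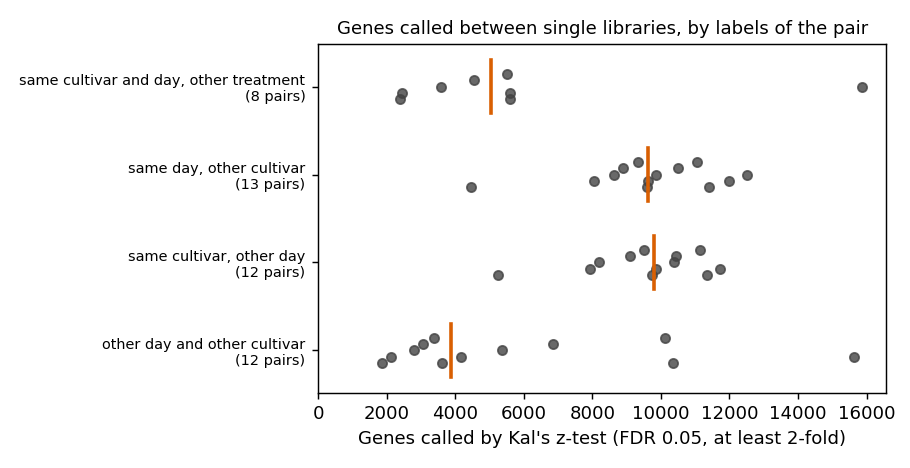
Number of genes called by Kal's z-test (x axis) for each of the 45 pairs of libraries, grouped by the labels the pair shares (y axis). Each point is 1 pair and the vertical bars are medians. The pair of the control and inducer libraries labelled resistant, day 1 lies apart from the other 7 pairs of its group at 15879 genes.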

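A test with an estimate of the spread was also run over all 10 libraries, with edgeR's quasi-likelihood test on an additive model of cultivar, treatment and day. The model takes the spread from what it leaves unexplained (5 residual degrees of freedom), which holds interactions as well as differences between pools. At a Benjamini-Hochberg adjusted value under 0.05, edgeR called 0 genes between day 1 and day 11, with 150 genes at an unadjusted p under 0.05, and DESeq2 called 4. Between the labelled cultivars edgeR called 0 genes, with 317 at an unadjusted p under 0.05, and DESeq2 called 20. For the inducer against control edgeR called 0 genes, with 2047 at an unadjusted p under 0.05, and DESeq2 called 107, of which 40 were higher and 67 lower with the inducer. For biotype 1 alone against control edgeR called 0, with 1157 at an unadjusted p under 0.05, and DESeq2 called 19. For the inducer with biotype 1 against biotype 1 alone edgeR called 0, with 121 at an unadjusted p under 0.05, and DESeq2 called 8, all higher with the inducer. Biotype 1 alone was sampled at day 11 only, so both of its comparisons assume treatment effects that are equal at both days. DESeq2 was not run on the libraries of day 11 alone. For the interaction of aphid infestation with the labelled cultivar edgeR called 0 genes, with 433 at an unadjusted p under 0.05, and DESeq2 called 47. The day difference differed between the labelled cultivars for 301 genes in edgeR's interaction test (56 with a higher and 245 with a lower value of the interaction term), with 8734 at an unadjusted p under 0.05, and DESeq2 called 4389. Without the library labelled resistant, control, day 1 edgeR's count was 8143, and without any 1 of the other 9 it lay between 70 and 259.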

## Data Availability

The raw fastq files were submitted to the National Center for Biotechnology Information and are available with accession numbers accession (SRR8848023–SRR8848032) under Bioproject PRJNA530958 (Project ID SRP190833) (Data files 1–10; SRR8848023, SRR8848024, SRR8848025, SRR8848026, SRR8848027, SRR8848028, SRR8848029, SRR8848030, SRR8848031, SRR8848032; SRP190833) [20]. The data could be retrieved using fastq-dump tool SRA toolkit (http://www.ncbi.nlm.nih.gov/sra). The file for raw transcript abundance counts for all the samples was deposited at the Gene Expression Omnibus (GEO) database, GSE129626 (Data files 11–20; GSM3717543, GSM3717544, GSM3717545, GSM3717546, GSM3717547, GSM3717548, GSM3717549, GSM3717550, GSM3717551, GSM3717552; GSE129626) [21]. The supplementary materials (Supplementary File 1, Figure S1–S5, Data file 21, Data file 22, and Table S1) can be assessed openly on Figshare (10.6084/m9.figshare.7980176.v5) [19]. Please see Table 1 and reference list for details and links to the data.

## Abbreviations

SBA: soybean aphids
RNA-seq: RNA sequencing
CPM: counts per million
*Rag*: resistance to *Aphis glycines*

How the deposited data were processed for this re-analysis (not part of the article)

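Leaf RNA of soybean was measured by RNA-seq in 10 libraries, each pooled from 3 replicates, of a susceptible and a resistant cultivar without aphids, with biotype 1 alone, or with a biotype 2 inducer followed by biotype 1, at day 1 and day 11. The labels of the libraries and the paper's Table 1 give the same condition for each library. They differ in the name of the susceptible cultivar, LD12-1583R in the paper and LD12-15838R in the labels.

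The authors trimmed the reads with Trimmomatic, quantified them with Salmon against the primary transcripts of the Wm82.a2.v1 annotation and deposited the estimated counts per gene, without scaling for library size or length. Salmon's options on bias and strand are not given in the sources used here. The authors filtered and transformed these values with iDEP and rlog; that step was repeated here from the deposited estimated counts, rounded to whole numbers.

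CPM was computed from the rounded counts and the library totals, and genes with over 0.5 CPM in at least 1 library were kept. Totals lay between 23394131 and 25665595, so that the limit of 3 counts, below which a gene was not detectable, lay between 0.117 and 0.128 CPM. This limit covers counting error only. Clustering used the 3000 genes with the largest SD of rlog values. Differential tests used R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood test with robust estimation, Benjamini-Hochberg adjustment, threshold 0.05), and DESeq2 1.42.0 (Wald test with its own size factors) as an alternative. The main model was additive in cultivar, treatment and day over all 10 libraries, and an interaction of day or of infestation with cultivar was tested by adding that term. With 1 library per condition the spread came from the residuals of the model. The common biological coefficient of variation was 0.505 in the additive model and 0.363 with the day by cultivar term. Kal's z-test used the counts of 2 libraries at a time. The figures were drawn with matplotlib 3.10.9.

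The tests were tested on simulated data, with counts drawn for the 37468 retained genes at 1 dispersion for all genes and 200 genes changed 8-fold. The additive model recovered 94.0% of them for day with 6 false calls, 98.5% for cultivar with 5 and 94.5% for the inducer against control with 8. The interaction test of day and cultivar recovered 66.5% with 3 false calls. Each of these draws held only the tested change, with no other pattern and no library that stood apart. The residuals of the additive model on the real libraries also hold the day by cultivar pattern. The recovery therefore does not show how many such genes that model would find in the real libraries. Kal's z-test was run on counts drawn with counting error alone, where it recovered 100.0% of 200 genes changed 4-fold with 3 false calls. This does not show how many of its calls between 2 libraries come from differences between pools.

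The paper's text names neither the distance and linkage of its clustering nor the ranking of its top 75% of genes, and the choices made here were 1 minus Pearson's r, average linkage and mean rlog. Samples, designs and alternatives were fixed before the data were examined, apart from those named as later choices. Alternatives covered the CPM filter, transformation, distance, linkage, number of genes, correlation coefficient and ranking, tool, normalization, subsets of libraries and each library left out in turn. The rule for naming genes was the 2 genes that rose and the 2 that fell most between the days among called genes with a mean of at least 5 CPM. With edgeR, which called 0 genes between the days, no gene met it (DESeq2 called 4). The 4 identifiers named in the closing section were chosen after their values were seen. As 0 identifiers matched the reference gene table (assembly Glycine_max_v4.0), the planned test of gene lists by annotation keyword was not run. The chromosome of a gene was read from the chromosome field of its identifier. The figures, methods supplement and statistics table of the paper's supplementary materials were not used here.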

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

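All tests of explanations in this part were chosen after the result was seen, apart from the test of the interaction itself.

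The day difference differed between the labelled cultivars for 301 genes in edgeR's interaction test, while edgeR's additive model called 0 genes for day (150 at an unadjusted p under 0.05, 4 called by DESeq2) and 0 for cultivar (317 at an unadjusted p under 0.05, 20 called by DESeq2). Leaving out the library labelled resistant, control, day 1 raised the count to 8143, and leaving out the library labelled resistant, inducer, day 1 gave 259. Without the libraries labelled susceptible, control (day 1: 70, day 11: 94), susceptible, inducer (day 1: 73, day 11: 124) or susceptible, biotype 1 alone (90) the count fell, as it did without those labelled resistant, day 11 (control 105, biotype 1 alone 94, inducer 113). Of 40 splits of the 10 libraries into 5 and 5 drawn at random, the real one included, only 1, the real one, gave as many genes (the largest other count was 21). This argues against chance as the source of the count, within the limits of 40 splits run out of 125 that could be fitted. Of the 301 genes, 68 (22.6%) lie on chromosome 13, which holds 7.13% of the tested genes (Fisher's exact test, Benjamini-Hochberg adjusted over chromosomes, p = 2.28e-16; genes are not independent). Among DESeq2's 4389 genes the share on chromosome 13 was 8.70% (adjusted p = 0.000515 from the same test).

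A set of genes with an all-or-none difference shows the shape of this interaction. A gene was counted when a gap of at least 8-fold in CPM + 0.5 parted its libraries into 2 sides, and 96 genes had such a gap. For 59 of them 1 side held the 3 libraries labelled susceptible, day 11 and the 2 labelled resistant, day 1, and the other side the 2 labelled susceptible, day 1 and the 3 labelled resistant, day 11. Another 22 had the 3 libraries labelled susceptible, day 11 and the library labelled resistant, inducer, day 1 on 1 side and the other 6, with the library labelled resistant, control, day 1, on the other, and the remaining 15 lay on other splits. All 59 are among the genes called by the interaction test. None of the 96 parted the libraries by labelled cultivar (0 genes), by day (0) or by control against infested (0). On the side with the higher values the median was 65.5 CPM and on the other 0.0788 CPM, which is under the limit of 3 counts. The higher side was that of susceptible, day 11 and resistant, day 1 for 56 genes and the other for 3. Of the 59 genes 34 (57.6%) lie on chromosome 13 (Fisher's exact test, p = 4.21e-24), and 31 lie in 1 stretch of it that holds 85 retained genes. 4 identifiers from this stretch, chosen after their values were seen, show both directions. Glyma.13G023300 had between 7537 and 8358 CPM in the libraries labelled susceptible, day 11 and resistant, day 1 and between 0.158 and 0.623 in the other 5. Glyma.13G024100 had between 2850 and 6094 CPM in the same 5 and between 0.722 and 1.42 in the others. Glyma.13G014700 went the other way, with 387 to 600.4 CPM against 2.48 to 3.86, and Glyma.13G018100 likewise with 264 to 494 CPM against 0.0419 to 0.569. Their interaction terms, the log2 difference between day 11 and day 1 in the cultivar labelled resistant minus that in the one labelled susceptible, were -29.31 (standard error 1.44), -24.40 (1.26), 14.25 (0.65) and 19.88 (1.09), and combine the day differences of both cultivars. Their sizes depend on how the model treats counts near 0, since the lower side reached 0.0419 CPM, under the limit of 3 counts, in Glyma.13G018100 and 0.158 CPM in Glyma.13G023300. Their adjusted values in edgeR's interaction test were 0.000457, 0.000548, 0.000405 and 0.000746 in that order. Reads of near-identical copies could be divided between genes, and copies were not examined here.

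Several explanations are argued against by the 96 genes, which were chosen by the gap alone and without the labels. Aphid feeding would part control from infested libraries, which 0 of the 96 do. Sampling day alone would part day 1 from day 11, which 0 of the 96 do. Library size differed by 1.10-fold at most, far below the gaps. Exchanged day labels between the control and inducer libraries of 1 cultivar would set its library with biotype 1 alone apart from the others labelled day 11, and 0 of the 96 lie on either split such an exchange gives. A candidate explanation is that the cultivar labels were exchanged at 1 of the 2 time points. Genes present or expressed in only 1 cultivar would then follow the combination of labelled day and labelled cultivar, and none would follow the labelled cultivar. Of the 96 genes 59 follow the combination and 0 the labelled cultivar. It does not account for the 22 genes in which the library labelled resistant, control, day 1 lies on the other side. With genes chosen over the other 9 libraries only, 86 genes followed the combination, and that library lay nearer to its own side in 61 of them and nearer to the other in 25. On chromosome 13 it lay nearer to its own side in 34 of 34 genes, and elsewhere in 27 of 52. Each of the other 9 libraries, left out in the same way, lay on its own side in all of its 60 to 63 genes. How many genes an exchange of labels may account for stays open, since the number on this split depends on the size of the gap asked for, and so does what the genes on other splits follow. Such an exchange could have happened with the plants, the RNA or the columns, at day 1 or at day 11, and the counts do not tell which. It would leave comparisons of treatments within 1 labelled cultivar and day intact, apart from which cultivar they belong to. A switch of the same genes with time in opposite directions in the 2 cultivars is the biological explanation the design gives. For the 59 genes this switch cannot be told apart from an exchange of labels, because both predict the same libraries on each side. The 57.6% of genes on chromosome 13 may reflect an inherited segment or a jointly regulated one. The 2 explanations differ on genes that follow the labelled cultivar. An exchange predicts none, and 0 of the 96 genes did so. A switch allows such genes without requiring them, so their absence goes with an exchange but does not exclude a switch. Every direction given here by cultivar rests on the labels as deposited.

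2 libraries stood apart in the number of genes with a count. Among the 5 libraries labelled resistant, the one with the inducer at day 1 had 43798 genes, and the other 4 had between 41088 and 41510. Among the 4 controls, the library labelled susceptible, day 11 had 42750 genes, and the other 3 had between 41170 and 41339. Such gaps were looked for in 28 combinations of a measure and a group, of which chance alone would mark about 1 in 20. Depth does not account for either: the first library had the lowest total of its group, 23766133, and for the second the control labelled resistant, day 1 had a larger total, 24598524, with fewer genes. A few genes taking most of the counts do not account for them either. The library labelled resistant, inducer, day 11 had nearly the same share in its 10 largest genes as the first library, 4.64% against 4.60%, with 41088 genes, and in the second library that share was 9.83%, above that of 2 of the other controls. The excess is not limited to these 2 libraries. The 4 libraries of the smaller branch of the clustering had between 42360 and 43798 genes, and all others between 40725 and 41510. This argues against a property of these 2 pools alone. An exchange of cultivar labels stays open. It would group both libraries with the others labelled susceptible, day 11, which had 42360 and 43327 genes, but the library labelled resistant, control, day 1, which shares their side in the 59 genes, had 41316. No biological explanation was tested for these 2 libraries.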

How the results depend on the processing

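The branches of the clustering were the same under every alternative run for them, and the correlation of the inducer's effect between the cultivars stayed negative (-0.100 to -0.0702). The number of genes retained by the CPM filter was 37468, and between 34295 and 37468 under its alternatives. The alternative without rounding of the counts (37462 genes) was chosen after seeing the data.

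The lowest correlation between 2 libraries, 0.917, became 0.913 with the top 75% of genes ranked by maximum rlog, 0.953 ranked by SD, 0.965 over all retained genes, 0.911 with Spearman's coefficient, 0.786 with log2 CPM and 0.804 with the variance stabilizing transformation. The cause was not tested. With each library left out in turn it lay between 0.917 and 0.927, the highest value without the library labelled resistant, control, day 1.

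For the 6 comparisons other than day by cultivar, edgeR called 0 genes in each of 94 fits, which include no TMM normalization, stricter and no filters, the balanced or the day 11 libraries alone, each library left out, and, chosen after seeing the data, a day by cultivar term in the model. For infestation by cultivar neither a subset nor that term was run, and each subset covered only some of the other comparisons. The number of genes at an unadjusted p under 0.05 was less stable, from 90 to 5045 for day and from 84 to 8633 for cultivar, both highest without the library labelled resistant, inducer, day 1. DESeq2 called 4 genes for day, 20 for cultivar, 107 for the inducer against control, 19 for biotype 1 alone against control, 8 for the inducer against biotype 1 alone and 47 for infestation by cultivar, and the cause of this difference between the tools was not tested. A library left alone in its arm when another was left out is assumed to vary like the others. Splits of the libraries (40 of 40 for day, 40 of 40 for cultivar and 34 of 34 for the inducer against control) cannot fall below a real count of 0, so they do not bear on chance. The largest count among the other splits was 0 for day, 172 for the inducer and 1061 for cultivar.

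The 301 genes of the day by cultivar interaction became 4389 with DESeq2 and 468 without a filter beyond 1 count, and lay between 70 and 8143 with each library left out in turn. The highest value was that without the library labelled resistant, control, day 1. The cause was not tested. The chromosome test of cultivar genes found 0 chromosomes over their share with edgeR, which called no genes, and 1 with DESeq2, chromosome 13 with 15 of 20 genes (75.0%, Fisher's exact test, adjusted p = 1.38e-12). The additive cultivar term can take in genes of the day by cultivar interaction, so these 20 need not be differences between cultivars.

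Kal's z-test gave a median of 5036 genes per matched pair of libraries, 2674.5 with a filter of 5 CPM, which tests fewer genes, and 18568.5 without the 2-fold minimum, which drops a criterion. With TMM sizes it was 4334. The all-or-none genes on the day by cultivar split numbered 59 of 96, and 95 of 326 with a gap of 4-fold and 40 of 43 with a gap of 16-fold, settings chosen after seeing the data. With a gap of 4-fold most of the genes thus lay on other splits. At each gap 0 genes lay on the split by day, by labelled cultivar or by infestation.

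The planned test of gene lists was not run because no names were matched. No paired analysis by replicate number was possible because the libraries share none. Control and inducer libraries match by cultivar and day, and the model with a day by cultivar term, chosen after seeing the data, takes these 4 combinations as blocks. With it edgeR called 0 genes for the inducer against control (2852 at an unadjusted p under 0.05), and DESeq2, run without that term, called the 107 given above. Depth limits values under 0.117 to 0.128 CPM, the limit of 3 counts, and the pooling of plants leaves the spread between plants unmeasured at any depth.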

Differences from the paper's values

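The lowest correlation between 2 libraries over the top 75% of genes was 0.917 here, and the paper's value is 0.96. The highest between different libraries was 0.990, and the paper's value is 1, which is also the correlation of any library with itself. Of the alternatives set before the data were examined, only the use of all retained genes gave a lowest value within rounding of the paper's, 0.965, with a highest value of 0.996. Ranking by maximum rlog (0.913) or by SD (0.953), Spearman's coefficient (0.911), log2 CPM (0.786), the variance stabilizing transformation (0.804) and leaving out each library in turn (0.917 to 0.927) did not.

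The paper states that the clustering of the 3000 most variable genes followed the time points of collection. Here the first branches held libraries of both days, with an adjusted Rand index with day of -0.0714, and none of the 17 alternatives, 1 of them chosen after seeing the data, gave branches that followed day (-0.111 to 0 with each library left out in turn). Within the branches, the 3 libraries labelled susceptible, day 11 shared a branch with the library labelled resistant, inducer, day 1, which joined the one with biotype 1 alone (0.134) before the control (0.271) and the inducer (0.377) did, and those labelled resistant, day 11 stood together with the 2 labelled susceptible, day 1.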

Other observations

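The tests on the library labelled resistant, control, day 1, of the all-or-none genes and of the combination of labelled day and labelled cultivar in this part were chosen after the results were seen, and the test of processing settings was planned.

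The clustering did not follow day under any of the 6 other planned settings of transformation, distance, linkage and number of genes (0 settings), so these choices are argued against as the reason. It is not carried by the all-or-none genes alone, since without them the adjusted Rand index with day was again -0.0714. The adjusted Rand index was 0.597 with the combination of labelled day and labelled cultivar, and 1 when the library labelled resistant, control, day 1 was left out. The mean distance between libraries on different sides of the combination exceeded that on the same side by 0.935 (exact permutation test over 252 splits, one-sided, unadjusted p = 0.00794, the smallest it can give). With the planned settings, without the all-or-none genes and with each library left out in turn p was 0.00794 or 0.0159. As the split had been seen before, these p-values describe it and do not bear on chance. That library lies with the libraries labelled susceptible, day 11 in the 59 all-or-none genes of the combination and against them in the 22 of the clustering's own branches. An exchange of cultivar labels at 1 time point does not by itself account for its place, since that would put this library with its own side. It lay nearer to the other side in 25 of the 86 genes that followed the combination in the other 9 libraries. The 22 genes keep their gap without this library, so the 25 largely restate its place and are no separate test of it. A mixture of RNA from both sides would dilute the genes high on its side by 1 common ratio. Over the 75 such genes chosen without that library, its ratio to the median of the other 4 libraries of that side had a 10th percentile of 0.0174, a median of 0.942 and a 90th percentile of 1.77. In those 4 libraries, each left out in turn, the 10th percentile was 0.585 or higher and the 90th 1.68 or lower. What sets this library apart stays open, and its TMM factor of 0.772 was the lowest of the 10. Of the biological factors of the design, it shares its treatment with the 3 other controls and no other library shares its treatment, day and cultivar.

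Of 40 splits of the libraries into 5 and 5 run for the cultivar test, the 1 with the largest count, 1061 genes, was that of the combination of labelled day and labelled cultivar. DESeq2's 20 genes between the labelled cultivars included 15 on chromosome 13, the chromosome of 34 of the 59 all-or-none genes. Each labelled cultivar has more libraries of day 11 than of day 1. A gene that follows the combination therefore does not cancel out of the additive model's cultivar term. The 20 genes need not be differences between cultivars for that reason, and their overlap with the 59 was not tested.

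At day 11 the log2 ratio of the inducer with biotype 1 to biotype 1 alone was compared between the labelled cultivars across the 37468 retained genes. Pearson's r was -0.0755 and Spearman's rho -0.0271, and 50.2% of genes had the same sign in both. At least 2-fold changes were shared upwards by 147 genes and downwards by 327, and 643 genes changed at least 2-fold in opposite directions. Among the 22066 genes with a mean of at least 5 CPM these numbers were 53, 46 and 168, so the larger number of shared decreases was not seen there. These are values across genes from 4 single libraries, and genes are not replicates. The paper does not report this comparison.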
